A study of Mus musculus with 6 samples. Its data were reported in "RNA-mediated paternal heredity of diet-induced obesity and metabolic disorders" (2015).

How the data were processed

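Testis RNA of 6 male C57Bl/6 mice aged 4 months was hybridised to Illumina MouseWG-6 v2.0 BeadChips, 1 array per mouse. Per the labels, 3 mice had received a standard diet (SD, mice 1, 2 and 5) and 3 a high-fat diet (WD, mice 3, 4 and 6), which the study calls a Western-like diet and describes as rich in butter and sucrose. According to the study's text, the arrayed mice were drawn at random within each diet after the animals with the strongest response had been set aside. The mice are numbered as in the titles of the labels, where no number occurs in both diets.

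The deposited table of intensity values was exported from GenomeStudio, whose version is not given in the sources used here. It holds 1 linear bead intensity for each of 45281 probes and each array, with neither background subtraction nor scaling between arrays. The negative control probes were not used here. Per the file headers, each array also has a detection p-value column, but its values rise with intensity, so it was read as a score equal to 1 minus the detection p. The authors' deposited log2 values, a further table of the same arrays, were found by comparison with the intensities to be the log2 intensity minus the upper quartile of the array, minus a value per probe that is common to all 6 arrays. After this, the remaining difference had an SD over arrays of at most 0.000152 on the log2 scale at any probe. The origin of the common value is unknown, while scale and direction are settled. The median of the deposited log2 values was -0.01725, -0.05636 and 0.001854 for SD mice 1, 2 and 5, and -0.01196, 0 and 0.007596 for WD mice 3, 4 and 6. Neither background subtraction nor quantile normalization was visible in them, although the study's methods name background subtraction and robust multi-array averaging.

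The analysis here started from the intensities. Background was corrected and the arrays were quantile normalized with neqc of limma 3.58.1 in R 4.3.3, which infers the background from the detection p-values, with an offset of 16 before log2. A probe was tested when its detection p was under 0.05 on at least 3 of the 6 arrays, whatever their diet, which left 19763 probes. Diets were compared as WD minus SD with lmFit and eBayes, as the study's methods describe, with a Benjamini-Hochberg adjusted p under 0.05 as the threshold. The limma p-values set each difference against the spread between these mice, which is moderated towards the spread of all tested probes. The number of arrays limits their precision. A probe detected on no array of a diet has only a bound there. Its fold is then written as "at least", from the mean of the brighter diet against the mean of, per array, the higher of the lowest detected signal and the probe's own. This bound is an estimate from means without sampling error, so it is not a guaranteed minimum. Such a probe passed the filter only through detection on all 3 arrays of the other diet, so that detection pattern is no separate evidence. Tested on simulated data with the same 19763 probes, 3 against 3 arrays and 200 changed probes in each of 10 simulations, the procedure recovered 5.19% of probes changed 1.5-fold, 47% of those changed 2-fold and 87.4% of those changed 4-fold, and called 0.0204% of unchanged probes. The simulated probes varied independently, each with its estimated SD. These rates therefore do not cover probes that vary together or an array that stands apart.

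Gene names came from the platform's annotation. Of the 45281 probes, 34885 had 1 gene symbol, 18 had several and 10378 had none here. A table of mouse genes for assembly GRCm38.p6 matched 34807 probes by their Entrez number, and the match changed 0 symbols. The deposited values name no genome build, so positions of genes are not given. Where a gene had several probes, the probe with the highest mean over the 6 arrays stood for it in the gene lists, which left 11264 genes. 30 gene lists were tested with camera, a test of whether a list's genes differ between diets by more than the other genes, with its preset inter-gene correlation of 0.01. Under this preset a list's genes count as nearly independent, so its p does not measure how they vary together between mice. A list needed 5 measured genes, which 28 lists had. In 10 simulations over 28 lists, a list of 14 genes shifted by 0.5 on the log2 scale was called in 10, and 1 list with no shift was called. The simulated genes varied independently of each other, so this does not show how often lists of genes that vary together are called. The lists covered markers of spermatogonia, spermatocytes, round and elongating spermatids, Sertoli, Leydig, peritubular, endothelial and red blood cells, macrophages, adipocytes and epididymis. They also covered inflammation, lipid, sugar and energy metabolism, insulin signalling, antioxidant and stress responses, the clock, ribosomal proteins, imprinted genes, small RNA and chromatin pathways, apoptosis, and genes described as targets of miR-19, a microRNA the study followed.

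The lists, tests, thresholds and the rule for named genes were fixed before the data were examined. The rule took, in each direction, up to 10 genes past the threshold, filled up where fewer passed by the genes of smallest unadjusted p, and the 2 members of each list with the smallest p, or 4 for a list past the threshold. Genes with names of clones or predicted models were passed over. Array similarity was measured as Pearson's r across the tested probes, and the difference between pairs within and between diets was tested by an exact permutation over the 10 splits of the arrays. Neither slide nor scan date was used here. The descriptions of SD mouse 5 and WD mouse 6 carry no number, unlike those of the other 4 mice, and this was examined as a possible batch. Alternatives were other background corrections and scalings, the authors' deposited log2 values, other filters on dim probes, a variance trend, array weights, a block for the arrays of mice 5 and 6 or their omission, the omission of each mouse, an estimated inter-gene correlation, the rotation test fry, and the mean of all probes of a gene.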

Results

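Gene expression was measured in the testis of SD and WD mice to find out which transcripts differ after a diet rich in fat and sugar. There were 3 mice per diet and 1 array per mouse. Between 19026 and 21309 of the 45281 probes on the array were detected in each mouse. This was 42.9%, 42% and 47.1% of the probes in SD mice 1, 2 and 5, and 43.5%, 43.6% and 44.1% in WD mice 3, 4 and 6. The raw median intensity was 172.5, 152.4 and 126.2 in the SD mice, and 159.3, 146.6 and 120.1 in the WD mice, so that the arrays of SD mouse 5 and WD mouse 6 were the dimmest. After normalization, all values are on the log2 scale.

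Testis transcriptomes of mice on the same diet were not detectably more similar to each other than those of mice on different diets. The mean Pearson correlation across the 19763 tested probes was 0.9864 for pairs of mice on the same diet and 0.9863 for pairs on different diets. The difference of 7.95e-05 had an exact one-sided permutation p of 0.5, where the smallest value that 3 against 3 mice allow is 0.1. Without the arrays of mice 5 and 6 the difference was 0.00176. The most similar pair was SD mouse 5 and WD mouse 6 (r = 0.9926), and the least similar was SD mouse 1 and WD mouse 3 (r = 0.9829). The median probe had an SD between mice of the same diet of 0.206, and the median absolute difference between the diet means was 0.127.

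**Figure D1:**
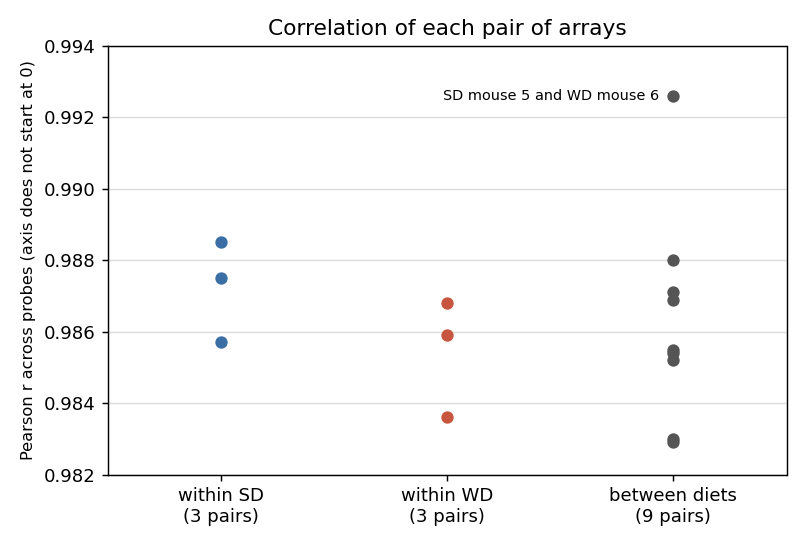
Pearson r across the tested probes for each of the 15 pairs of arrays, grouped by whether both mice had SD, both had WD, or the diets differed; each point is a pair and the vertical axis does not start at 0. Pairs between diets span the range of the pairs within diets, and SD mouse 5 with WD mouse 6 lies highest at 0.9926.

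No transcript passed the threshold between the diets. In the limma comparison, 0 probes were higher and 0 were lower in WD testis, and the smallest adjusted p was 0.801. With 5.19% of 1.5-fold changes recovered in the simulations, changes of that size could go uncalled. At an unadjusted p under 0.05 there were 1013 probes, 506 higher and 507 lower in WD, where chance alone gives 988. Of these, 144 were higher and 130 lower by at least 1.5-fold. Among all tested probes 5 differed by 2-fold or more, and the largest absolute log2 change was 1.08. The median size of the change among the 1013 probes was 41.2%. Values of the diets did not overlap at 2006 probes (10.2%), where chance gives 10%. Dim probes were frequent among the 1013, of which 71.6% had a mean level under 7 on the log2 scale, against 38.3% of all tested probes. The 1013 were 766 without SD mouse 1, 1572 without WD mouse 6 and 1567 without mice 5 and 6. The counts at 1.5-fold were 3 higher and 0 lower with no background correction, 321 higher and 268 lower without SD mouse 5, and 308 higher and 344 lower without WD mouse 6.

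**Figure D2:**
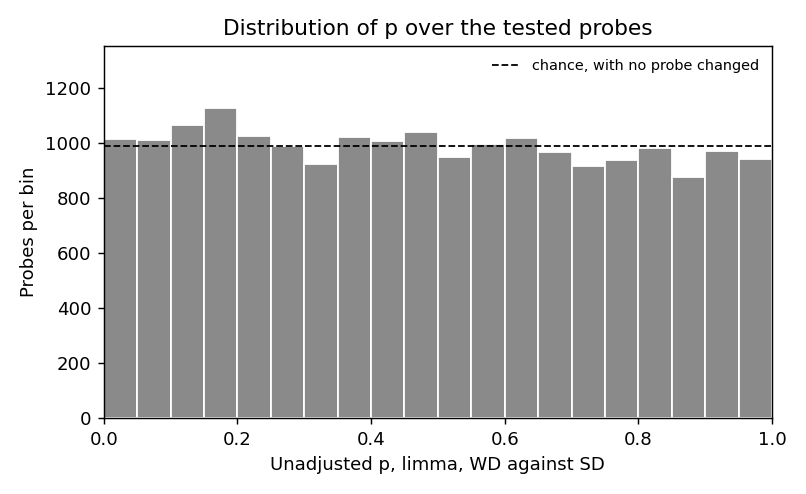
Number of tested probes in each bin of the unadjusted limma p for WD against SD, with the number that chance gives when no probe changes as a dashed line. The lowest bin holds 1013 probes against 988 by chance.

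The 10 named genes with the smallest p among those higher in WD all had an adjusted p of 0.801. The largest difference was in Hpdl, which encodes a relative of hydroxyphenylpyruvate dioxygenase, with a mean of 6.46 ± 0.253 in WD against 5.39 ± 0.337 in SD (SD of 3 mice each), 2.09-fold. At their named probes, Gpx8, a glutathione peroxidase of the endoplasmic reticulum, was 1.77-fold higher, Msh5, needed for meiotic recombination, 1.66-fold, Adal, an adenosine deaminase relative, 1.65-fold, and Copg1, a coatomer subunit of vesicle transport, 1.6-fold. The named probes of the others were detected in all 3 WD mice and in 0 SD mice. These were probes of Slc44a3, a choline transporter relative (at least 1.5-fold), the synaptic adhesion gene Nlgn2 (at least 1.45-fold), the replication gene Cdc45 (at least 1.3-fold), the myosin light chain gene Myl12a (at least 1.3-fold) and the kinase gene Nuak1 (at least 1.19-fold).

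The 10 named genes with the smallest p among those lower in WD likewise all had an adjusted p of 0.801. Among them, Lef1, a transcription factor of Wnt signalling, had at its named probe a mean of 5.76 ± 0.202 in WD against 6.56 ± 0.153 in SD, a 1.75-fold difference, and Fam228a differed by 1.56-fold. The named probes of the remaining 8 were detected in all 3 SD mice and in 0 WD mice. These were probes of the stress kinase gene Map3k20 (at least 1.65-fold), Csmd1 (at least 1.47-fold), Ash2l, a subunit of histone methyltransferase complexes (at least 1.42-fold), the carboxylesterase gene Ces1a (at least 1.39-fold), Milr1, a receptor of mast cells (at least 1.38-fold), Mtif3, a factor of mitochondrial translation (at least 1.34-fold), Raver2 (at least 1.31-fold) and the protease inhibitor gene Serpinb8 (at least 1.22-fold). All 20 named probes were dim, with mean levels from 5.22 to 6.42. Of the 20, 9 had several tested probes, and in 5 of these (Gpx8, Adal, Copg1, Cdc45 and Ash2l) the probes differed in sign. The other 3 tested probes of Adal had log2 fold changes of -0.195, -0.088 and -0.167 and the brighter probe of Lef1 had -0.04, so the folds given are those of single probes. Cdc45, Ash2l and Mtif3 each had a brighter probe detected in all mice of the diet in which the named probe was undetected, with log2 fold changes of -0.27, 0.08 and -0.09, so the bounds are those of the named probes and not of these genes. Further probes of Map3k20 and Milr1 were detected in some WD mice. The bounds also belong to the main normalization only. Across the alternatives the log2 fold change lay between -0.933 and -0.258 for Map3k20 and between 0.209 and 0.786 for Slc44a3.

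Markers of macrophages and antigen presentation passed the threshold as a list, with higher values in WD testis, by camera with its preset correlation. Of 18 genes in this list 14 were measured, 13 were higher in WD and 1 was lower, and the median log2 fold change was 0.36, or 1.28-fold (camera adjusted p = 0.000288). The adjusted p was 0.668 with an estimated correlation and 0.591 with fry, so the call did not hold in either. The examples were the class II gene H2-Eb1 (7.36 ± 0.312 in WD, 6.57 ± 0.452 in SD, 1.72-fold), the invariant chain gene Cd74 (8.34 ± 0.956 and 7.44 ± 0.303, 1.86-fold), the Fc receptor subunit Fcer1g (7.79 ± 0.462 and 7.24 ± 0.143, 1.46-fold) and the mannose receptor Mrc1 (9.13 ± 0.053 and 8.82 ± 0.072, 1.24-fold). Of the measured members, 3 had an unadjusted p under 0.05, and 0 passed over all probes or when adjusted over the list alone. The median level of the list relative to the SD mean was 0.78 in WD mouse 3, 0.24 in WD mouse 4 and 0.11 in WD mouse 6, against -0.09, 0.01 and 0.04 in SD mice 1, 2 and 5. Without WD mouse 3 the adjusted p was 0.107 and the median 0.14. Among mice 1 to 4 the median was 0.49 with 12 of 14 genes higher in WD, between WD mouse 6 and SD mouse 5 it was 0.16 with 9 of 14 higher, and with these arrays as a block the adjusted p was 0.000606.

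**Figure D3:**
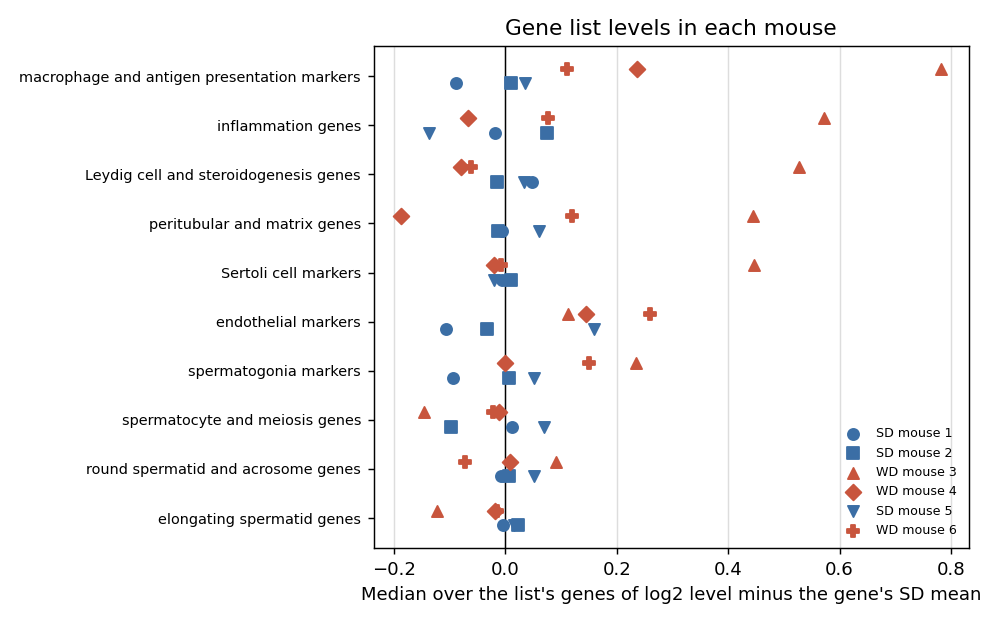
Level of 10 gene lists in each mouse, as the median over the list's genes of the log2 level minus the gene's mean in SD mice; blue symbols are SD mice and red symbols WD mice, with a symbol shape per mouse. WD mouse 3 lies at 0.78 for the macrophage list, 0.57 for inflammation genes and 0.53 for Leydig cell genes, while the lists of germ cells beyond spermatogonia lie between -0.15 and 0.09 in all 6 mice.

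The other 27 tested lists did not pass the threshold, and with an estimated correlation or fry 0 of the 28 lists passed. The Sertoli, Leydig, peritubular, endothelial and inflammation lists had positive medians, with WD mouse 3 highest in all but the endothelial list. In the Sertoli list 11 of 13 genes were higher in WD (median 0.13, adjusted p = 0.15), among them Shbg, the androgen-binding protein gene (log2 fold change 0.56), and Rhox8 (0.26). The Sertoli list passed the threshold in several alternatives, among them the authors' deposited log2 values and stricter filters on dim probes. The peritubular list passed with those values, with those filters and without WD mouse 4. The endothelial list passed with those values and with no filter, the Leydig list without WD mouse 4, and the inflammation list with no filter. In the Leydig and steroidogenesis list 8 of 12 were higher (median 0.11, adjusted p = 0.186), with the steroid dehydrogenase gene Hsd3b1 at 8.84 ± 0.236 in WD and 8.30 ± 0.116 in SD, and Fdx1 0.32 higher. In the peritubular and matrix list 9 of 13 were higher (median 0.04, adjusted p = 0.186), and it was the list with most genes when adjusted over the list alone, 2, which were the smooth muscle myosin gene Myh11 (log2 fold change 0.66) and the fibronectin gene Fn1 (at least 1.32-fold lower in WD at its named probe, which was undetected there while another of its probes was detected in some WD mice). Inflammation genes had a median of 0.31 (5 of 7 higher, adjusted p = 0.307), with 0.62 for Lcn2 and 0.40 for Vcam1. Endothelial markers had a median of 0.13 (6 of 8 higher, adjusted p = 0.15), with 0.82 for Cldn5 and 0.54 for Emcn. Red blood cell genes had a median of 0.01 (3 of 6 higher, adjusted p = 0.891), with 0.26 for Hba-a1 and -0.28 for Hbb-b2. Adipocyte and epididymis markers had 4 and 1 measured genes and were not tested, with medians of -0.03 and -0.08. In WD mouse 3 the list medians were 0.53 for Leydig, 0.45 for Sertoli, 0.44 for peritubular, 0.57 for inflammation and 0.11 for endothelial genes. In WD mice 4 and 6 they were -0.08 and -0.061 for Leydig and -0.021 and -0.008 for Sertoli. They were -0.188 and 0.119 for peritubular, -0.068 and 0.076 for inflammation and 0.145 and 0.26 for endothelial genes. By this measure the Leydig and Sertoli lists were above the SD mean in WD mouse 3 alone among the WD mice.

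No germ cell list passed the threshold, and their medians lay between -0.06 and 0.08. Elongating spermatid genes, which package sperm chromatin and build the tail, were lower in WD at 14 of 19 members, higher at 4, and without a direction at Prm1, whose values are those of the top ranks of the arrays after quantile normalization (15.766 or 15.813 in each mouse), with a median of -0.06 (adjusted p = 0.207), and the transition protein gene Tnp2 had a log2 fold change of -0.31 and the linker histone gene Hils1 of -0.19. This list passed the threshold with the authors' deposited log2 values and in no other alternative. Spermatocyte and meiosis genes had a median of -0.04 (13 of 19 lower, adjusted p = 0.377), with the cohesin gene Rec8 at 10.8 ± 0.065 in WD and 11.0 ± 0.120 in SD and Sycp2 at -0.24. Round spermatid and acrosome genes had a median of 0.01 (8 of 15 higher, adjusted p = 0.864), with 0.48 for Acrbp and -0.13 for Tssk2. Spermatogonia markers had a median of 0.08 (8 of 11 higher, adjusted p = 0.362), with 0.39 for Etv5 and -0.37 for Bcl6b. The number of genes adjusted over the list alone was 0 in each germ cell list.

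Genes of metabolism and nutrient sensing did not pass as lists. In the insulin and nutrient list 14 of 21 genes were higher in WD (median 0.08, adjusted p = 0.537), and 1 gene passed when adjusted over the list alone, the insulin receptor substrate gene Irs1, which was detected in all 3 SD mice and 0 WD mice (5.83 ± 0.229 in SD, at least 1.4-fold lower in WD, adjusted p over all probes 0.801). Pik3r1 was 0.30 higher. Fatty acid synthesis genes had a median of 0.03 (10 of 16 higher, adjusted p = 0.419), with the desaturase gene Scd2 at 6.96 ± 0.157 in WD against 6.44 ± 0.243 in SD and Scd1 at 0.28. Fatty acid oxidation genes had a median of 0.04 (10 of 17 higher, adjusted p = 0.717), with 0.32 for Etfdh and 0.33 for Acadl. Cholesterol genes had a median of 0.05 (8 of 14 higher, adjusted p = 0.692), with 0.43 for Ebp and 0.40 for Mvd. Glycolysis genes had a median of 0.02 (10 of 16 higher, adjusted p = 0.612), with 0.37 for Pfkl and 0.235 for Gapdh. Oxidative phosphorylation genes had a median of 0.06 (40 of 51 higher, adjusted p = 0.186), with 0.35 for Ndufa4 and -0.27 for Atp5k, and cytosolic ribosomal protein genes of 0.07 (36 of 50 higher, adjusted p = 0.186), with 0.35 for Rps4x and 0.31 for Rps26. The ribosomal list passed the threshold with the variance trend and without WD mouse 6, and in no other alternative. Only Irs1 passed in these lists when adjusted over the list alone.

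Genes of stress and cell death had small positive medians. In the p53 and apoptosis list 14 of 16 genes were higher in WD (median 0.14, adjusted p = 0.104), with Gadd45b at 6.08 ± 0.361 in WD against 5.43 ± 0.173 in SD and Casp8 at 6.53 ± 0.062 against 5.98 ± 0.316. This list passed the threshold with the authors' deposited log2 values, with median scaling, with each other filter on dim probes and without WD mouse 4. Immediate early genes had a median of 0.16 (7 of 11 higher, adjusted p = 0.186), with 0.32 for Zfp36 and 0.52 for Egr1, and their level in WD mouse 3 was 0.49. Antioxidant genes had a median of 0.085 (12 of 20 higher, adjusted p = 0.307), with 0.38 for Cat and 0.44 for Prdx3. Unfolded protein response genes had a median of 0.01 (10 of 14 higher, adjusted p = 0.558), with 0.34 for Atf4 and 0.19 for Ddit3. Heat shock genes had a median of 0.06 and a mean of 0.03 while camera ranked them as lower than other genes (7 of 11 higher, adjusted p = 0.956), with -0.28 for Hsf2 and -0.20 for Hsph1. Circadian clock genes had a median of 0.115 (8 of 10 higher, adjusted p = 0.307), with 0.22 for Dbp and 0.29 for Bhlhe40. In each of these lists 0 genes passed when adjusted over the list alone.

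Lists on RNA and chromatin regulation had medians near 0. In the small RNA pathway list 16 of 29 genes were higher in WD, with a median of 0.02 and a mean of -0.001 (adjusted p = 0.948). Its lowest p were for Dgcr8, a partner of Drosha in microRNA processing, with 6.27 ± 0.131 in WD against 6.91 ± 0.228 in SD (1.56-fold lower, adjusted p = 0.801), and for Mov10l1, an RNA helicase of the piRNA pathway, at 9.75 ± 0.174 against 9.38 ± 0.047. DNA methylation and chromatin genes had a median of -0.01 (13 of 23 lower, adjusted p = 0.307), with -0.27 for Dnmt3l and -0.50 for Kdm6b. Genes described as miR-19 targets had a median of 0.025 (5 of 7 higher, adjusted p = 0.864), with -0.22 for Tnfaip3 and 0.20 for Tgfbr2. Imprinted genes had a median of 0.01 (5 of 9 higher, adjusted p = 0.581), with 0.24 for Dlk1 and 0.21 for Gnas. In each of these lists 0 genes passed when adjusted over the list alone.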

Values the study reported

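The study described an array measurement of 45281 transcripts in testis, in 3 mice of each diet, and judged transcripts at a corrected p below 0.05. It reported transcripts that were higher or lower in WD males and listed them in its supplement, whereas no probe passed the adjusted threshold here. That list was not compared here. The study described many of the changes as small, of about 50%, and its text gives no number of altered transcripts. Body weight at 4 months was given as 30.6 ± 1.7 g for WD males and 27 ± 0.9 g for SD males (n = 15), and fasting blood glucose as 121 ± 25 and 93 ± 21 mg/dl. These are values of the larger groups and not of the arrayed mice alone.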

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

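The choices were fixed before the data were examined, except the macrophage list without its 4 class II genes, which was added afterwards and gave an adjusted p of 0.0383. No paired analysis was possible because the diets share no mouse number in the titles and only 1 number in the descriptions (SD mouse 2 and WD mouse 4). In the limma comparison 0 probes passed the adjusted threshold in any alternative, and all 78 named gene values kept their direction in every alternative that tested them. The named genes were picked by small p in these same arrays, so a kept direction was largely fixed by the selection and is no separate evidence. The counts of probes at an unadjusted p under 0.05 and 1.5-fold, 144 higher and 130 lower, moved to 3 and 0 with no background correction, 30 and 33 with normexp, 2 and 1 with the authors' deposited log2 values, 59 and 45 for probes detected on all 6 arrays, 94 and 80 at a detection p under 0.01, and 418 and 420 without mice 5 and 6. Lower probes were 198 with no filter. The alternatives without background correction compress the folds of dim probes by construction, and those on fewer mice raise chance folds. For the other shifts the cause was not tested. Probes at an unadjusted p under 0.05 were 2213 of 45281 with no filter and 1567 without mice 5 and 6. Lists past the threshold were 6 with the deposited log2 values (macrophage, p53, elongating spermatid, Sertoli, peritubular and endothelial), 4 with no filter, 4 for probes detected on all arrays, 4 at a detection p under 0.01, 3 with the variance trend (macrophage, Sertoli and ribosomal), and 2 each with no background correction, with median scaling and with the mean of all probes of a gene. With an estimated correlation there were 0, the macrophage list having an adjusted p of 0.668, and with fry 0, with 0.591. Its adjusted p was between 1.41e-06 and 0.00531 in the other alternatives on all mice. Leaving out each mouse gave 766 to 1572 probes at an unadjusted p under 0.05 (1572 without WD mouse 6), 161 to 321 higher (321 without SD mouse 5) and 158 to 344 lower (344 without WD mouse 6) at 1.5-fold, a difference of correlations of -0.00119 to 0.00163, which changed sign, and 0 lists (without WD mouse 3) to 5 (without WD mouse 4). The macrophage list then had an adjusted p of 2.46e-05 (without WD mouse 4) to 0.107 (without WD mouse 3), and its median was positive in all alternatives that gave one, from 0.139 (without WD mouse 3) to 0.488 (without mice 5 and 6). Of the 28 tested lists, 10 kept the sign of their median in all alternatives and 18 changed it in at least 1, among them the peritubular, Leydig and inflammation lists, each of which passed the threshold in at least 1 other alternative. Signal over background limits the comparison, since dim probes hold most of the low p.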

Other observations

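The genes named in this part outside the fixed lists were chosen after their values were seen, and so were the tests that regroup the arrays, compare probes of a gene, compare somatic lists in WD mouse 3, compare the brightness of arrays and hold the macrophage list's excess over other somatic lists to a bound from the t distribution. Leaving out WD mouse 3 and estimating the correlation between genes were alternatives fixed before the data were examined, but what each should show as a cause was written after their values were seen. WD mouse 3 had 104 probes at least 1 log2 unit above the median of the other 5 mice, where the other arrays had 35 to 48, and 74 at least 1 unit below, where SD mouse 1 had 88 and the others 26 to 51. Among the genes above were Gpnmb, a glycoprotein abundant in activated macrophages (at least 9.3-fold, detected in 2 of the other 5 mice), the acute phase protease inhibitor Serpina3n (7.01-fold), the metalloproteinase inhibitor Timp1 (5.33-fold at a probe detected in 4 of the others and at least 4.41-fold at a probe detected in 2), Lbh (4.66-fold) and the acute phase glycoprotein gene Lrg1 (4.42-fold). Probes of the kallikrein genes Klk1b22 (4.43-fold) and Klk1b27 (4.43-fold) and of Klk1b21 (3.13-fold) were also higher, and these close paralogs are not told apart here. These are values of 1 mouse and have no replicate.

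SD mouse 5 and WD mouse 6, the mice whose descriptions carry no number, shared levels that the other 4 mice did not have. Mup2, a major urinary protein gene, had a mean of 7.81 in these 2 mice and 5.78 in the other 4 on the log2 scale (4.1-fold), and Ggn, a germ cell gene, was 2.5-fold higher, while Pdxdc1 was 2.42-fold lower. Of 19763 probes, 0 passed an adjusted p under 0.05 in limma between these mice and the others (smallest 0.237) and 2130 had an unadjusted p under 0.05.

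The mean of the macrophage list was 0.37 ± 0.209 (SE between mice) higher in WD mice. At 1.78 SE this is below the 2.78 SE that the t distribution sets for 3 against 3 mice. The pooled Sertoli, Leydig, peritubular and endothelial lists were higher by 0.142 ± 0.118, or 1.21 SE. This is under the 2 SE set beforehand for a larger somatic share. A larger share of all somatic cells stays open, since the list's excess over the pooled Sertoli, Leydig, peritubular and endothelial lists, 0.23 ± 0.102 (SE between mice) in WD over SD, is past the bound of 2 SE set beforehand, but at 2.26 SE it is below the 2.78 SE that the t distribution sets for 3 against 3 mice, and the list had been singled out by its own call. WD mouse 3 may account for most of the shift, since without it the adjusted p was 0.107 and the median fell from 0.36 to 0.14, and genes of the list varying together between mice may account for the small p, since with an estimated correlation of 0.258 the adjusted p was 0.668. The list's camera p was 1.03e-05, and of the 10 splits of the 6 mice only that of the diets itself reached it. Splits that mix the diets gave the list a camera p of 4.72e-05, 0.000525, 0.00214, 0.00265 and 0.00356, and the remaining ones 0.0358 or more. Small camera p thus also arose in splits that mix the diets. Each of these still divides the WD mice unevenly, so a difference between diets would lower p there too, and they do not speak against diet. For a share under 0.05, 10 splits are too few. An effect of diet on macrophages stays open as an untested hypothesis.

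WD mouse 3 stood apart from the other 5 mice. Noise of single probes is argued against by the other 34 probes of the genes in question, whose median excess was 0.527 (95% bootstrap interval over genes 0.309 to 0.828) and of which 58.8% were highest in this mouse, where chance gives 16.7%. Fat in the sample is argued against by the abundant fat genes Fabp4, Car3 and Plin1, undetected in all 6 mice. The 4 measured fat genes, Adipoq, Lpl, Retn and Pparg, were not highest in this mouse, which also argues against it. Fat transcripts were not absent, however, since Adipoq was detected in all 6 mice (874.2 in this mouse, 834.4 to 1322.5 in the others). Lep (182.6, others up to 163.8) and Plin4 (176.7, others up to 156.8) go with fat in the sample, being highest and detected in this mouse alone. Epididymis in the sample stays open, since it rests on 1 measured marker. This marker, Spink8, was highest in this mouse by a narrow margin (270.4, others up to 264.1, and 7.065 after normalization against 7.006 in SD mouse 2). Its other markers on the array, Lcn5, Lcn8, Lcn9, Lcn10, Adam7, Adam28, Rnase10 and Ovch2, were undetected in this mouse. Of these, Lcn8, Adam28 and Rnase10 were detected in other mice. Both bounds set beforehand against fat or epididymis, on the number of markers detected and on their median deviation, were met. The median of -0.065 pools these 4 fat genes and Spink8, however, and decides neither tissue alone. Of the 21 markers of both tissues 7 were detected in this mouse, against 3 to 8 in the others. Among the markers undetected in this mouse, the raw intensities of Fabp4, Car3, Cidec, Lcn5 and Ovch2 were highest in it. Those of Lcn8, Lcn9, Lcn10, Adam7, Adam28, Rnase10, Slc2a4, Plin1 and Ucp1 were not. All lay below the lowest detected signal of this array, 168.3, so their ranking between arrays carries no weight for either tissue. A larger share of somatic cells in this testis may be a cause and stays open, because the macrophage, Leydig, peritubular and Sertoli lists lay 0.63, 0.54, 0.42 and 0.40 above the other mice and the spermatocyte and elongating spermatid lists at -0.125 and -0.121, while the round spermatid list lay at 0.008, the spermatogonia list at 0.212 and the endothelial list at only 0.10 (permutation of genes between the 5 somatic lists, p = 0.0382, and 0.131 without the endothelial list, with genes that vary together and are not replicates). An effect of diet in this mouse alone was not tested and stays open.

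SD mouse 5 and WD mouse 6 were the most similar pair although their diets differed. Dim probes are argued against as the cause, because on the brightest 25% of probes the pair was still the most similar (r = 0.9946, next pair 0.9888). Processing of these arrays apart from the others is a candidate explanation, as their raw medians were both below the other 4, the higher being 0.861 of the lowest of those, but no label records it and it cannot be told apart from a feature the mice share. The 4 splits of the mice that keep this pair together gave the most probes at an unadjusted p under 0.05, up to 1721 (mice 1, 5 and 6 against 2, 3 and 4) against 1013 for the diets (1264 in a fit with the pair as a block), which follows from placing like arrays in a group and is no separate evidence. Counting the diet split itself, as many as 1013 were reached in 5 of the 10 splits, 0 probes past the adjusted threshold in 10 of 10 (highest other 0), and at least 1 list past it in 7 (highest other 4). For a share under 0.05, 10 splits are too few.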
